A study of Mus musculus with 24 samples. Its data were reported in "Epigenomic priming of immune genes implicates oligodendroglia in multiple sclerosis susceptibility" (2022).

How the data were processed

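CUT&RUN profiles of H3K27me3, H3K4me3 and H3K27ac were made from primary mouse oligodendrocyte precursor cells (OPCs). In CUT&RUN, a nuclease tethered by an antibody releases the DNA around a histone mark. Cells came from pooled brains of pups at postnatal days 4 to 6, selected by the Sox10-GFP reporter or by CD140a beads, and 250000 cells were used per condition. The 4 conditions were untreated cells (Ctr), cells given the EZH2 inhibitor EPZ011989 at 1.5 µM for 4 days with renewal every 48 hours (EZH2i), and each of these with IFN-γ at 100 ng/ml for 6 hours. The 24 libraries fall into 12 groups of 1 mark and 1 condition, with 3 libraries per group for H3K27me3, 2 for H3K4me3 and 1 for H3K27ac.

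The authors trimmed the reads, aligned them to mm10 with Bowtie2 within the CUT&RUNTools pipeline and called broad peaks with MACS2 from fragments of all lengths on an alignment with duplicates marked. Versions, cutoffs, any control library and the way in which libraries of a group were joined are not given in the sources used here. Yeast DNA was added as a spike-in, and whether it scaled the peak lists is not stated. The deposited lists, 1 per group, hold for each peak its position, a ratio (fold enrichment over the caller's background) and the −log10 of its p and q. The smallest −log10 q was between 1.0 and 1.19 in all 12 lists. Both the authors' fold values and their deposited −log10 q depend on the depth of a library, so peaks were ranked by them only within a list. A common limit of −log10 q of at least 5 was applied to both lists of a comparison, so counts under it depend on depth. Fold and −log10 p also served to estimate coverage, which was compared between lists.

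Promoters were the 500 bp upstream of the transcription start site (TSS) of 21911 protein-coding genes of GENCODE release 21 for mouse, on mm10. A promoter was counted as marked when at least 1 bp of it lay in a peak. For each mark, 4 comparisons were made: EZH2i against no inhibitor in Ctr and in IFN-γ, and IFN-γ against Ctr without and with EZH2i. A promoter lost a mark when the first list had a peak there and the second had none, and gained it in the reverse case. A promoter with a peak of both H3K4me3 and H3K27me3 was called bivalent, and the number expected of unrelated marks was the product of both counts over all promoters. The share of peaks of one list that met a peak of another was set against 100 circular shifts of the lists along each chromosome.

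For each of 16 gene lists of 351 genes in all, members lost or gained were counted and compared with 10000 random lists of the same size. These were drawn from promoters marked, or not marked, in the first list of the comparison. For losses they were matched on 5 equal groups of −log10 q. Percentiles are given for lists with at least 5 eligible members, describe these lists only, and were not corrected over the 384 list counts. Annotation placed *Cxcl11*, *Gbp11* and *Mx2* outside the protein-coding set, which left 348 genes. Named genes followed a rule that, like the promoter window, gene lists, comparisons and first set of alternatives, was fixed before the data were examined. It took members of the 6 immune lists and of the Polycomb list whose state differed, and the 10 places per direction with the highest −log10 q and no peak of the other list within 5 kb. It added up to 4 members of each other list and 12 genes named in the study text. Peak widths at promoters were compared only after the values were seen, for promoters marked in both lists, with 10000 random lists drawn freely and 10000 matched on 5 equal groups of the width in the first list.

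Fragment totals are not part of the peak lists. The background coverage behind each list, in fragments per position, was solved from each peak's fold and −log10 p under the caller's Poisson model, and taken as the 1st percentile over peaks with −log10 p under 15. On simulated peaks made with the same model it was recovered within 0.172%. These peaks followed the model exactly, so this checks the solving step and not how well the model describes the deposited peaks. With the estimated background coverage a deeper list could be thinned to the coverage of a shallower one, a step chosen after seeing the data. For H3K27me3 the scaled lists were also read without the regions held by all 8 lists of the other marks, likewise chosen later.

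Each group had 1 list, so no significance test between conditions was possible. Wilson 95% intervals of shares cover counting error only, since neighbouring peaks and promoters are not independent. Alternatives were peaks with −log10 q of at least 5, a window with at least 250 bp covered, a window of 1000 bp either side of the TSS, any annotated transcript start, and lists shortened to equal length. For peak overlap they were at least 50% of a peak covered, and peaks under 3 kb apart joined. Added after seeing the data were lists scaled to equal coverage, lists without the 69 regions held by all 12 lists, and random lists matched also on a peak of the first list within 5 kb. The counting of windows was checked on chromosome 19, where 0 of 718 promoters differed from a direct count, and 100% of planted losses and gains were recovered from simulated lists. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. Reads were not used here.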

Results

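CUT&RUN peak lists of 3 histone marks were compared in OPCs treated with an EZH2 inhibitor, IFN-γ, both or neither. EZH2 is the methyltransferase that places H3K27me3, a mark of silenced genes. H3K4me3 marks active or poised promoters and H3K27ac marks active promoters and enhancers. Each of the 12 lists stands for 1 mark in 1 condition, pooled over 3 libraries for H3K27me3, 2 for H3K4me3 and 1 for H3K27ac. No replicate values were at hand, so no error between replicates can be given, and intervals are Wilson 95% intervals for counting error. In the order Ctr, Ctr with EZH2i, IFN-γ, IFN-γ with EZH2i, the lists held 4626, 3430, 4454 and 4916 H3K27me3 peaks. They held 23095, 24149, 19287 and 23678 H3K4me3 peaks, and 6096, 156, 3050 and 119 H3K27ac peaks. The estimated background coverage in that order was 4.99, 1.97, 4.43 and 2.75 fragments per position for H3K27me3. It was 1.84, 2.67, 1.53 and 2.34 for H3K4me3, and 1.197, 1.61, 1.08 and 1.30 for H3K27ac.

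**Figure D1:**
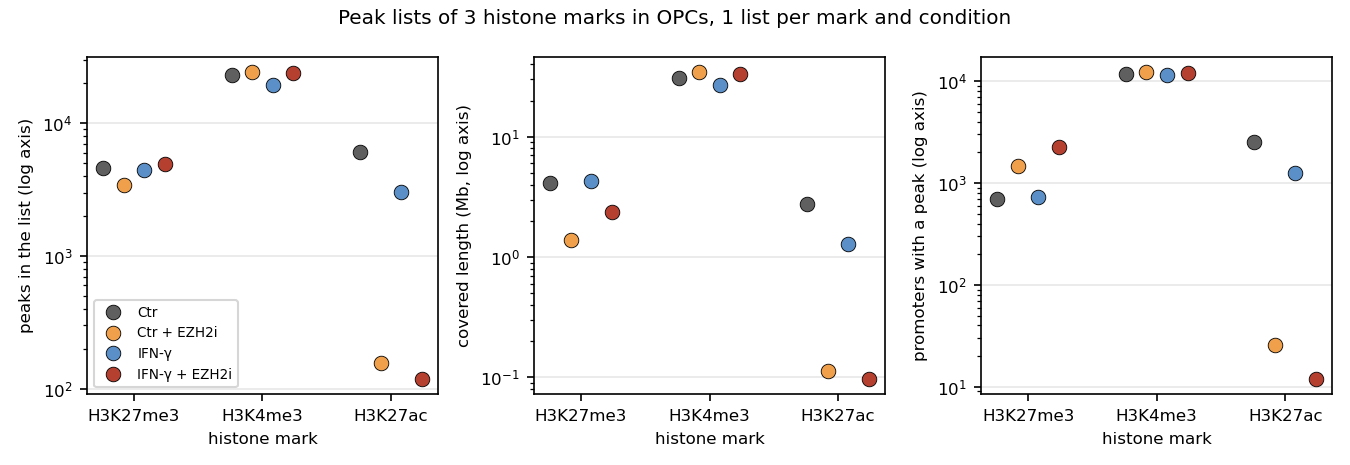
Number of peaks, covered length in Mb and number of promoters with a peak (all on log axes) for 3 histone marks, 1 point per list and condition. H3K27ac fell from 6096 peaks in Ctr to 156 with EZH2i, and H3K27me3 covered 4.16 Mb in Ctr and 1.39 Mb with EZH2i.

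The first comparison asked what EZH2 inhibition did to H3K27me3, above all at immune genes. In Ctr-OPCs, H3K27me3 peaks covered 4.16 Mb without and 1.39 Mb with EZH2i, and in IFN-γ-treated OPCs 4.29 Mb and 2.38 Mb. Domains of at least 3 kb numbered 80 and 13 in Ctr, and 104 and 19 in IFN-γ. All 5 MHC class I promoters that carried H3K27me3 in Ctr-OPCs had none with EZH2i, namely *H2-K1*, *H2-Q1*, *H2-Q2*, *H2-Q6* and *H2-Q10*, which encode class I heavy chains. In IFN-γ-treated OPCs the same held for 7 of 7, the additional genes being *H2-Q4* and *H2-Q7*, and for the chemokine *Cxcl12*, which kept a peak within 5 kb. The −log10 q of these class I peaks ran from 1.64 (*H2-K1*) to 3.87 (*H2-Q6*) in Ctr. In IFN-γ it ran from 1.29 (*H2-Q7*) to 5.01 (*H2-Q6*). The lowest in these lists was 1.00 and 1.01. Coverage with EZH2i was 0.396 times that without in Ctr and 0.621 times in IFN-γ, so weak peaks could be missed.

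Over all promoters, 631 of 695 (90.8%, 88.4 to 92.7%) lost the H3K27me3 peak with EZH2i in Ctr, and 571 of 726 (78.7%, 75.5 to 81.5%) in IFN-γ. The 7 developmental regulators marked in Ctr (*Gata4*, *Gata5*, *Foxl2*, *Lhx9*, *Otx1*, *Eomes* and *T*) all lost it, as did 9 of 12 in IFN-γ (led by *Dlx3*, *Foxl2*, *Pax8* and *Gata4*). No *Hox* promoter had an H3K27me3 peak in any list, which does not show that the mark was absent there. All marked members of the class I and developmental lists lost the peak in Ctr, so random lists could not show whether they lost more than other promoters. Strongest peaks are ranked here and below only among promoters with no peak of the other list within 5 kb. By this ranking, the strongest peaks lost in Ctr lay at *Calcr* (calcitonin receptor), *A4galt*, *Npy* (neuropeptide Y), *Fam163a*, *Mmp25*, *Itga11*, *Samd11*, *Tmprss2*, *Dtl* and *Slit3* (an axon guidance ligand). In IFN-γ they lay at *Slit3*, *Loxl1*, *H2-Q6*, *Ltbp2*, *AI661453* with *1700001C19Rik*, *Cyp1b1*, *Nid1*, *C1ql2*, *Ptger3* and *Snhg11*. Near-identical *H2-Q* copies can share reads, so a peak at one may hold fragments of another. The loss in Ctr could not be separated from depth. With the Ctr list scaled to the coverage of the EZH2i list, only 17 promoters stayed marked, 9 of them in regions that all 12 lists held, and 6 of the other 8 were lost. In IFN-γ 328 stayed marked and 245 (74.7%) were lost. Peaks with −log10 q of at least 5 marked few promoters, of which 7 of 7 in Ctr and 15 of 16 in IFN-γ were lost outside these regions, and 7 of 16 and 15 of 25 with them. A promoter lost under this limit may keep a weaker peak in the EZH2i list, whose coverage was lower.

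H3K27me3 peaks also appeared with EZH2i. In Ctr-OPCs 1397 promoters gained a peak and in IFN-γ-treated OPCs 2120, of which 98.4% and 97.7% also carried H3K4me3 with EZH2i. The strongest gains in Ctr with no peak of the other list within 5 kb lay at *Zcchc17* with *Snrnp40* (a splicing factor), *Entpd7*, *Nbeal1*, *Swt1* with *Trmt1l*, *Dynlt1b*, *Csnk1a1* (casein kinase 1 alpha), *Aimp2* with *Pms2*, *Mcoln1*, *Ddx10* and *Psmg1*. In IFN-γ the leading places under the same limit were *Pitpnb*, *Eif3j1* (a translation initiation factor), *Sdhaf4*, *Csnk1a1*, *Rab14*, *Gss*, *Nop14* with *Grk4*, *Vamp3*, *Eif3k* with *Map4k1*, and *Lars*. Immune promoters that gained H3K27me3 were *Tap1* and *Stat2* in both, and *Psme2*, *Calr*, *H2-T22* and *Ifit3* in IFN-γ. Polycomb genes were *Cbx4* in Ctr, and *Ezh1* and *Mtf2* in IFN-γ. The OPC marker *Gpr17* and the housekeeping gene *Sdha* gained it in both and *Olig1* in IFN-γ. Only 2 of 84 developmental factors gained it in Ctr, *Six6* and *Wt1*, and 2.33% of random lists gained fewer. In IFN-γ the developmental factors that gained it were *Lhx8*, *Emx2*, *Wt1* and *T*.

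The new H3K27me3 peaks were narrow. Median peak width was 662 bp in Ctr and 324 bp with EZH2i, and 704.5 bp and 370 bp in IFN-γ. The share of H3K27me3 peaks inside an H3K4me3 peak was 27.9% (26.6 to 29.2%) in Ctr and 79.7% (78.4 to 81.0%) with EZH2i, and 27.7% and 76.6% in IFN-γ. Of 20951 promoters without H3K27me3 in Ctr and in IFN-γ, 845 gained a peak in both, against 132.6 if unrelated. Within the 10491 of them with H3K4me3 in all 4 conditions, 816 did, against 245.8. Gains rested on weaker peaks in part, with 223 in Ctr and 572 in IFN-γ among peaks with −log10 q of at least 5. They numbered 1450 and 2192 after scaling to equal coverage, which thinned only the list without inhibitor and so could not lower them.

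In Ctr-OPCs the list with EZH2i held H3K4me3 at more promoters of developmental regulators than the list without it. Its coverage was also 1.45 times higher. *Hox* genes, which set position along the body axis, carried H3K4me3 at 6 of 39 promoters in Ctr and 19 with EZH2i. The 13 gained of 33 unmarked (*Hoxa2*, *Hoxa5*, *Hoxa13*, *Hoxb5*, *Hoxb13*, *Hoxc5*, *Hoxc8*, *Hoxc10*, *Hoxc13*, *Hoxd8*, *Hoxd9*, *Hoxd10* and *Hoxd13*) lay in 12 peaks, and no random list held more than 10. Of the other developmental transcription factors, 13 of 44 unmarked gained it, led by *Irx1*, *Hand2*, *Gata3* and *Foxc2*, against at most 11 in random lists. Over all promoters 543 gained H3K4me3, 5.39% of those unmarked, and 206 of 11839 lost it. Among gains with no Ctr peak within 5 kb, the strongest was at *Irx4* on chromosome 13 (73260163 to 73261317), followed by *Hoxb5* on chromosome 11 (96303270 to 96304256). Others were *Nxph2*, *Hs3st2*, *Hoxc13*, *Ass1*, *Gata3* with *9230102O04Rik*, *Tfap2d*, *Glra1* and *Alox15*. Among losses with no EZH2i peak within 5 kb, the strongest were at *Olfr95*, *Aire*, *Spata4*, *Fam71f2*, *Sdr39u1*, *Derl3*, *Prodh2*, *Bspry*, *Scd4* and *4930451I11Rik*. Among immune promoters, *H2-Q1* and *Cx3cl1* gained it and *H2-T24*, *Ifit1* and *Bst2* lost it.

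In IFN-γ-treated OPCs, the list with EZH2i held H3K4me3 at more immune promoters than the list without it. MHC class I promoters with H3K4me3 numbered 8 of 14 without and 12 with EZH2i, through gains at *H2-Q1*, *H2-Q2*, *H2-T23* and *H2-M3*, and 99.97% of random lists gained fewer. Chemokine promoters numbered 4 and 7 of 10, through gains at *Cxcl10*, *Cxcl16* and *Ccl7* (99.27% of random lists gained fewer). Both MHC class II chains *H2-Aa*, on chromosome 17 at 34286759 to 34287884, and *H2-Eb1*, at 34305762 to 34306361, carried H3K4me3 at the promoter with IFN-γ and EZH2i together and in no other condition, although *H2-Eb1* had a peak within 5 kb in all of them. That was 2 of 12 class II promoters, and 76.3% of random lists gained fewer. *Mx1*, *Rbbp7* and *Cbx6* also gained it and *Zbp1* lost it. Of the gained promoters, *H2-Q1*, *H2-T23*, *H2-M3*, *Cxcl10*, *Cxcl16*, *H2-Eb1*, *Rbbp7* and *Cbx6* had an H3K4me3 peak within 5 kb without inhibitor. *H2-T23*, *H2-M3*, *Cxcl10* and *Rbbp7* also carried H3K4me3 in both Ctr lists, each of which held 10 class I promoters. Only the IFN-γ list lacked it at these genes, and its coverage was the lowest of the H3K4me3 lists (1.53). With a window of 1000 bp either side of the TSS, class I and chemokine promoters gained numbered 1 each, and among peaks with −log10 q of at least 5 they numbered 3 and 2.

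*Hox* promoters gained H3K4me3 at 12 of 37 (in 10 peaks, led by *Hoxa5*, *Hoxd1*, *Hoxc13* and *Hoxd3* with *Hoxd4*) and other developmental factors at 15 of 47 (led by *Msx2*, *Dlx5*, *Emx1* and *Pitx2*) in IFN-γ-treated OPCs. Random lists gained at most 11 and 12. *Dlx3*, *Hand2*, *Ebf3* and *Alx4* lost it. With no peak of the other list within 5 kb, the strongest gains were at *Irx4*, *Acaa1b*, *Zbtb8b*, *Hoxd1*, *Slc22a3*, *Hs3st2*, *Helt*, *Hoxc13*, *Mcf2* and *Fam163b*, and the strongest losses at *C1ql4*, *Mfsd2b*, *Scarf2*, *Kcnj5*, *Carns1*, *Tacc2*, *Tmem270*, *Cyp27a1*, *Sstr3* and *Cdhr4*. In all, 821 promoters gained and 206 lost the mark, and 220 gained it in both strata, against 13.4 if unrelated. Coverage was 1.45 times higher with EZH2i in Ctr and 1.53 times in IFN-γ. The count of *Hox* promoters, 2, 6, 14 and 19, followed the order of coverage, 1.53, 1.84, 2.34 and 2.67. With the EZH2i lists scaled down, 500 and 701 promoters gained H3K4me3, among them 11 of the 13 and 12 of the 12 *Hox* promoters. Among peaks with −log10 q of at least 5, 6 of 38 *Hox* promoters gained it in IFN-γ.

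**Figure D2:**
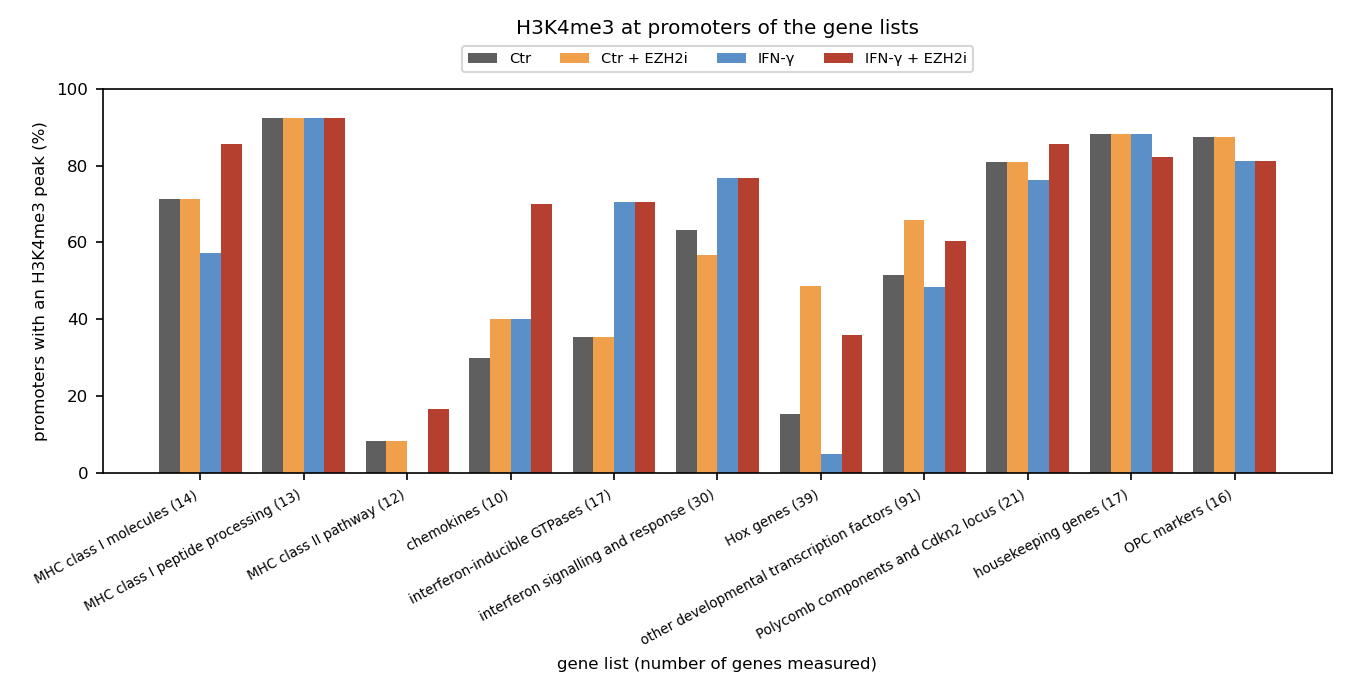
Percent of promoters with an H3K4me3 peak in 11 of the 16 gene lists (number of genes measured in parentheses), 1 bar per condition. *Hox* promoters with a peak numbered 6 of 39 in Ctr and 19 with EZH2i, and those of interferon-inducible GTPases 6 of 17 in Ctr and 12 with IFN-γ.

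H3K27ac was almost absent from the lists of EZH2i-treated OPCs. Of 2551 promoters with H3K27ac in Ctr, 2531 (99.2%, 98.8 to 99.5%) had no peak with EZH2i, and of 1250 in IFN-γ, 1238 (99.0%, 98.3 to 99.5%). Immune promoters that lost it were *Stat1*, *Tapbp*, *Psme2* and *Calr* in Ctr and *Igtp* with *Irgm2*, *Tap1* with *Psmb9*, and *Jak1* in IFN-γ. The Polycomb genes *Eed*, *Suz12*, *Rnf2* and *Cbx6* lost it in Ctr, as did *Ugt8a* and *Sox9*, and in IFN-γ *Olig2*, *Rplp0* and *Polr2a* did. Lost peaks with none of the EZH2i list within 5 kb were strongest at *Sptssa*, *Ipo13*, *Gpatch3*, *Cnpy4*, *Zbtb18*, *Mmab* with *Mvk*, *Lars*, *Kdm4a*, *Gm32687* and *Msh3* in Ctr. In IFN-γ they were at *Nudt8* with *Gm49405*, *Vps51*, *Nucks1*, *Eftud2* with *Ccdc103*, *Mphosph10* with *Mcee*, *Nsun4*, *Ubap2*, *Dgat2*, *Ppwd1* and *Smim13*. Of these promoters, 99.3% and 99.4% carried H3K4me3 with EZH2i. Only 6 promoters gained H3K27ac in Ctr, 5 of them with no Ctr peak within 5 kb (*Sfswap*, *Thyn1*, *Golga1* and *Pcid2* with *Cul4a*), and 0 in IFN-γ. These lists come from 1 library each, and of the peaks left with EZH2i 50.6% and 67.2% lay in the 69 regions that all 12 lists held. Every list has a peak in each of these regions by definition, so the share had to be high in such short lists. With −log10 q of at least 5, only 10 promoters in Ctr and 11 in IFN-γ carried H3K27ac, 9 of each in these regions, and the other 1 and 2 were lost.

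IFN-γ without inhibitor was compared with Ctr to see which promoters a 6-hour exposure opened. H3K4me3 appeared at promoters of interferon-inducible GTPases, a family of antimicrobial defence proteins. It marked 6 of 17 in Ctr and 12 with IFN-γ, the gains being *Gbp4*, *Gbp8* and *Gbp9* (1 shared peak), *Gbp10*, *Iigp1* and *Tgtp2*. Random lists gained at most 4. The shared *Gbp* peak lay on chromosome 5 at 105136880 to 105139924. Across 105004150 to 105303698 of chromosome 5, a region chosen after the values were seen, neither list without IFN-γ had an H3K4me3 peak, and the lists with IFN-γ had 4 without and 5 with EZH2i. Interferon signalling genes gained H3K4me3 at *Ifit3*, *Zbp1*, *Oas1a* and *Serpina3f* (4 of 11, random lists at most 3), and chemokines at *Ccl2* and *Cx3cl1*. Among gains with no Ctr peak within 5 kb, the strongest were at *Gm4951* (chromosome 18, 60211752 to 60214440), *Il21*, *Ifit3* (chromosome 19, 34583242 to 34585308), *Slc25a48*, *Ephx2*, *Xaf1*, *Serpina3i*, *Trim34a*, *Gbp10* and the *Gbp9* to *Gbp4* peak.

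**Figure D3:**
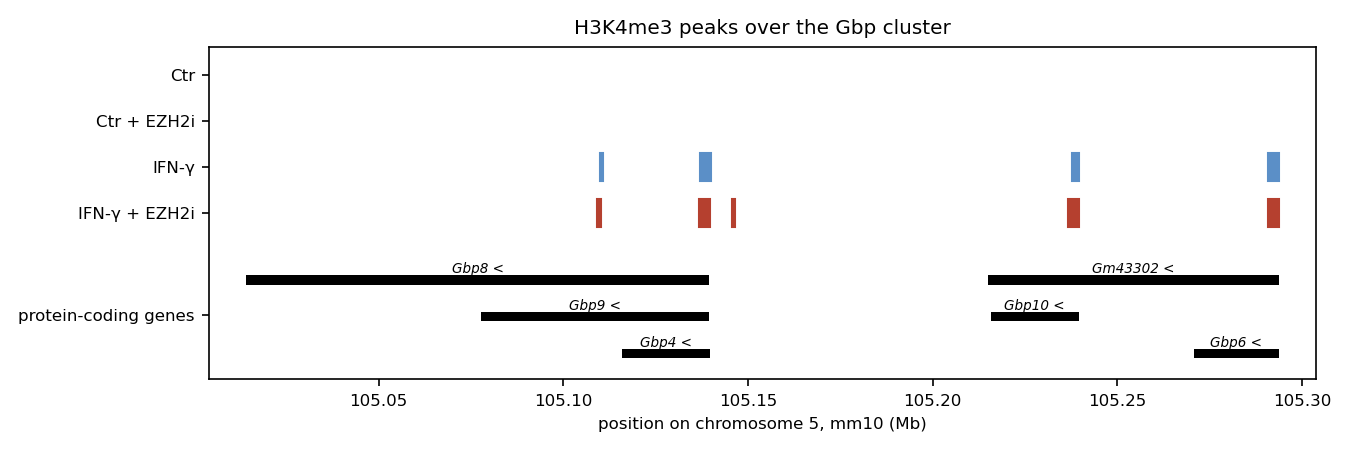
Map of H3K4me3 peaks (boxes, 1 line per condition) and protein-coding genes (black bars, < for the minus strand) over the *Gbp* cluster of chromosome 5, positions in Mb on mm10. Both lists without IFN-γ are empty here, and those with IFN-γ hold 4 and 5 peaks.

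In total IFN-γ added H3K4me3 at 208 promoters and removed it at 675, with coverage 0.830 times that of Ctr. Among losses with no IFN-γ peak within 5 kb, the strongest were at *Magee2*, *Gm9936*, *Fsip1*, *Phyh*, *Glb1l2*, *Hoga1*, *Hoxd1*, *Pcdhga1*, *Pnck* and *Olfr95*. *Hoxa7*, *Hoxd1*, *Hoxd3* and *Hoxd4* were 4 of the 6 *Hox* promoters marked in Ctr and lost it. So did *H2-T23*, *H2-M3*, *H2-DMa*, *Cxcl10* and *Rbbp7*, which all kept a peak within 5 kb. Among peaks with −log10 q of at least 5, 0 of 12 GTPase promoters and 1 of 14 signalling promoters (*Ifit1*) gained it. With 1000 bp either side of the TSS, 7 of 11 GTPase and 4 of 9 signalling promoters gained it.

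Of the H3K27me3 peaks in Ctr, 58.9% (57.5 to 60.3%) met a peak of the IFN-γ list and 10.7% one of the EZH2i list, but coverage was 0.889 and 0.396 times that of Ctr. At equal coverage 210 of 663 promoters were lost with IFN-γ and 6 of 17 with EZH2i, too few to compare. IFN-γ was followed by 265 promoters gained and 234 of 695 lost. Gains included *H2-Q4* and *H2-Q7* (2 of 9 class I promoters), *Cxcl12* and *Ifngr1*, while 0 of 5 class I promoters lost it. For class I, 99.5% of random lists, not matched on a nearby peak, gained fewer. Both class I peaks were weak, with −log10 q of 1.49 at *H2-Q4* and 1.29 at *H2-Q7*, where the lowest in the list was 1.01. *Pax8*, *Foxc2*, *Six1*, *Six6*, *Dlx3*, *Osr2* and *Sim2* were the 7 of 84 developmental factors gained, more than in 99.97% of random lists. That share was 72.5% with random lists matched on a Ctr peak within 5 kb. Among promoters with no peak of the other list within 5 kb, leading losses were *Dtl*, *Rfx1*, *Adamts15*, *Cys1*, *Rasef*, *Aspg*, *Xpc* with *Lsm3*, *Pstk*, *Egr2* and *Npy2r*, and leading gains *Loxl1*, *Amacr*, *Tbl2*, *Exosc2*, *Naaa*, *Ppic*, *Dynlt1b*, *Lrig1*, *Plxdc1* and *Cpne7*. Among peaks with −log10 q of at least 5, 12 promoters were gained and 3 lost.

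H3K27ac appeared with IFN-γ at *Igtp* with *Irgm2* (chromosome 11, 58199341 to 58199722), at the promoter shared by *Tap1*, the peptide transporter, and the immunoproteasome gene *Psmb9* (chromosome 17, 34187173 to 34187768), and at *Jak1*. *Stat1*, *Tapbp*, *Psme2*, *Calr* and the Polycomb genes *Eed*, *Suz12*, *Rnf2* and *Cbx6* had it in Ctr alone. The named peaks were weak, with −log10 q from 1.35 (*Stat1*) to 3.18 (*Eed*) in Ctr. In IFN-γ it was 1.58 at *Igtp* and at *Tap1*, and 1.67 at *Jak1*. The lowest in both lists was 1.00. In Ctr 0 of 17 housekeeping and 0 of 16 OPC marker promoters had an H3K27ac peak, so a missing peak does not show that the mark was absent. In all 596 promoters gained and 1897 of 2551 lost it. With no peak of the other list within 5 kb, the strongest gains were at *Vps51*, *Ubap2*, *Dgat2*, *Ppwd1*, *Smim13*, *Smarcal1*, *Lsg1*, *Zfp235*, *Tent4a* and *Sucla2*, and losses at *Sptssa*, *Ipo13*, *Gpatch3*, *Cnpy4*, *Zbtb18*, *Gtf2a2*, *Smim27* with *Topors*, *Psmd8*, *Timm22* and *Zfp691*. Only 22.6% (21.6 to 23.7%) of Ctr peaks were met by an IFN-γ peak, in lists of 1 library each. Among peaks with −log10 q of at least 5, 2 promoters were gained and 1 lost.

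With EZH2i present, IFN-γ again added H3K4me3 at interferon genes. The 6 GTPase promoters named above were gained once more. Interferon signalling genes gained it at *Ifit1*, *Ifit3*, *Bst2*, *Oas1a*, *Mx1* and *Serpina3f* (6 of 13, random lists at most 4). Chemokines gained it at *Cxcl16*, *Ccl2* and *Ccl7* (3 of 6, 99.97% of random lists gained fewer), class II at *H2-Aa* and *H2-Eb1* (97.3%), and class I at *H2-Q2* and *H2-T24*. *Cbx6* gained it and *H2-DMa* lost it. Among gains with no peak of the other list within 5 kb, leading places were *Ifit1* with *Ifit1bl2* (chromosome 19, 34640367 to 34642350), *Bst2*, *Serpina3f*, *Ifit3*, *Gm4951*, *Uba7*, *Serpina3i*, *Tgtp2*, the *Gbp9* to *Gbp4* peak and *Gbp10*. In all 234 promoters gained and 423 lost it, and 34 gained it in both strata, against 0.950 if unrelated. Leading losses under the same limit were *Cyp27a1*, *Flnc*, *C1ql4*, *Ush1g*, *Pcdhgb5*, *Aass*, *AW822073*, *Slc6a7*, *Pgm5* and *Pla2g4a*, and 5 of 19 *Hox* promoters lost it (*Hoxa2*, *Hoxa7*, *Hoxb5*, *Hoxd8* and *Hoxd10*). Among peaks with −log10 q of at least 5, gains numbered 1 of 12 GTPase, 5 of 15 signalling, 1 of 7 chemokine and 0 of 12 class II promoters.

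H3K27me3 with EZH2i was listed at 1461 promoters in Ctr and 2275 in IFN-γ, with 1324 gained and 510 lost. Gains included *Ifngr1*, *Psme2*, *H2-T22*, *Ifit3*, *Calr*, *Ezh1* and *Mtf2*, and *Cbx4* lost it. Leading gains with no peak of the other list within 5 kb were *Nop14* with *Grk4*, *Pin1*, *Cptp* with *Ints11*, *Paip2b*, *Wdr20*, *Sufu*, *Rmdn1*, *Larp4b*, *Smim14* with *Ube2k*, and *Eef1akmt1*. Leading losses under the same limit were *Coa5* with *Unc50*, *Ube2t*, *Map2k4*, *Pcyox1*, *2610021A01Rik*, *Mapk14*, *Zfp334*, *Pomt1*, *Ccdc159* with *Tmem205*, and *C2cd3* with *Ppme1*. Coverage was 1.40 times higher with IFN-γ here, and 989 promoters were gained at equal coverage. For H3K27ac, 16 of 26 promoters lost the peak, led by *Ghrh* and *Sfswap*, and the promoter of *Ccdc115* and *Imp4* gained it.

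Bivalent promoters numbered 409 in Ctr, 1433 with EZH2i, 384 in IFN-γ and 2200 in IFN-γ with EZH2i. Unrelated marks would share 375.5, 811.9, 376.8 and 1245. The H3K27me3 peaks behind the counts with EZH2i were narrow, with a median of 324 bp in Ctr and 370 bp in IFN-γ. Of the H3K27me3 peaks in these lists, 79.7% and 76.6% lay inside H3K4me3 peaks. Background cutting of accessible promoters stays open for such peaks, so the higher counts with EZH2i do not show that bivalency rose. Of the 409 bivalent in Ctr, 56 were bivalent with EZH2i and 348 carried H3K4me3 alone. In Ctr these included *H2-K1*, *H2-Q6* and *H2-Q10*, which kept H3K4me3 in all 4 conditions and carried no H3K27me3 with EZH2i. With peaks of −log10 q of at least 5 the counts were 12, 228, 12 and 565.

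Among the other genes named in the study text, *H2-Q7* carried H3K4me3 in all 4 conditions and H3K27me3 in IFN-γ alone. *H2-D1* had no promoter peak of any mark and an H3K4me3 peak within 5 kb in all 4 conditions. *H2-Ab1* had H3K27me3 within 5 kb in Ctr and IFN-γ, none with EZH2i, and no H3K4me3. *Tap1* and *Psmb8* carried H3K4me3 throughout. *Cxcl9* had H3K4me3 within 5 kb in all conditions and H3K27ac within 5 kb in IFN-γ. *Cxcl10* carried H3K4me3 in every condition except IFN-γ, where a peak lay within 5 kb. *Cxcl11*, looked up outside the protein-coding set, had H3K4me3 within 5 kb in all conditions and H3K27me3 within 5 kb in IFN-γ.

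**Figure D4:**
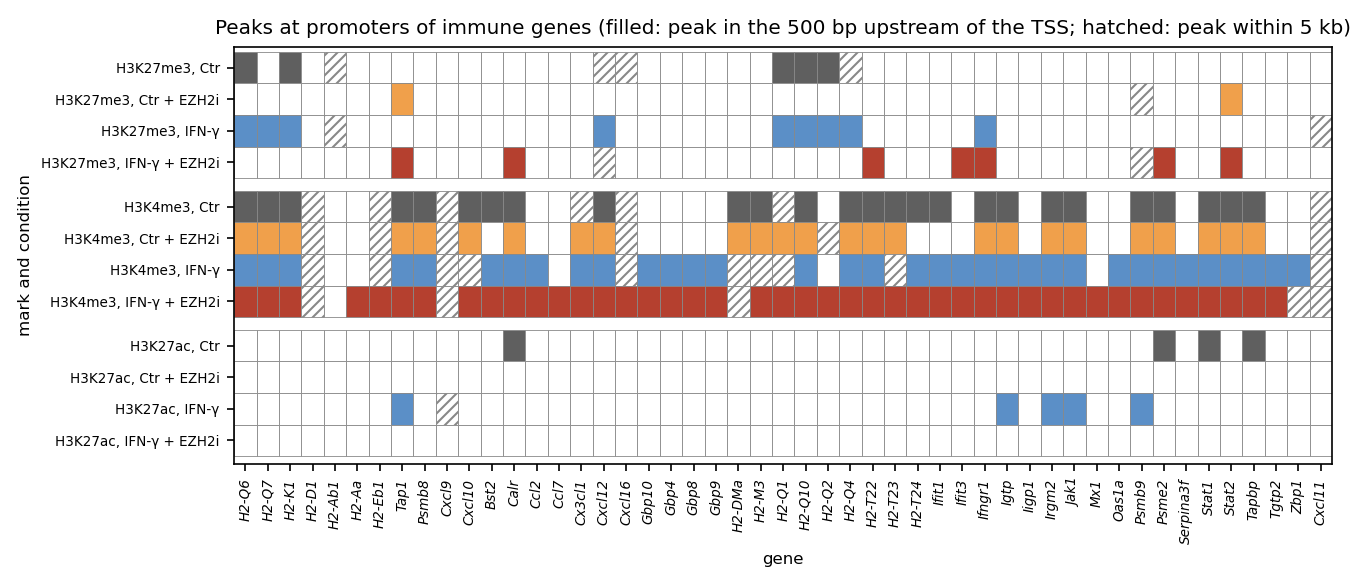
Peaks at promoters of immune genes (columns) in the 12 lists (lines, by mark and condition), filled for a peak in the 500 bp upstream of the TSS and hatched for one within 5 kb. *H2-Aa* and *H2-Eb1* are filled for H3K4me3 only with IFN-γ and EZH2i together.

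For the remaining lists, promoters with H3K4me3 are given in the order Ctr, Ctr with EZH2i, IFN-γ, IFN-γ with EZH2i. Housekeeping promoters were 15, 15, 15 and 14 of 17, the last without *Hprt*. OPC markers were 14, 14, 13 and 13 of 16, with *Ptprz1* missing in IFN-γ and *Pdgfra* in IFN-γ with EZH2i. Class I peptide processing genes were 12 of 13 in every condition and Polycomb genes 17, 17, 16 and 18 of 21. Of other cell types, mature oligodendrocyte markers were 5, 6, 5 and 5 of 14, microglia 1, 1, 1 and 2 of 16, and vascular markers 2 of 13 in every condition. Astrocyte markers were 6, 8, 5 and 7 of 11 and neuron markers 6, 9, 7 and 8 of 14. *Mal* gained H3K4me3 with EZH2i in both strata and *Cnp* lost it in IFN-γ. The microglial gene gained in IFN-γ with EZH2i was *P2ry12*. H3K27me3 at *Gjb6* and *Cldn5* was lost with EZH2i in both strata, at *Stmn2* in Ctr, and at *Mal*, *Neurod2* and *Flt1* in IFN-γ.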

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

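The tests of coverage at gained promoters and of peaks inside H3K4me3 peaks, and the scaling to equal coverage with its split by −log10 p and its regions left out, were chosen after the result was seen. The change in the number of H3K27me3 peaks went opposite ways in different strata, which drew attention to it. With EZH2i the number fell by 1196 in Ctr and rose by 462 in IFN-γ. With IFN-γ it fell by 172 without inhibitor and rose by 1486 with EZH2i. These differences were not tested, since each group had 1 list.

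With EZH2i, long H3K27me3 domains gave way in the lists to narrow peaks at promoters with H3K4me3, such as that of *Csnk1a1*. Fewer fragments alone would be expected to thin a list. Yet 95.6% of the EZH2i-marked promoters in Ctr and 93.2% in IFN-γ had no peak in the deeper list without inhibitor. This argues against lower coverage alone as the source of the new peaks. That share restates the count of gains, and calling at a lower background was not tested, so lower coverage is not excluded. The loss in Ctr cannot be told apart from lower coverage: 87.1% of promoters in the highest of 5 groups by −log10 q were lost, past the 80% set beforehand, but that bound was wrong, since only 17 promoters could be called at the coverage of the EZH2i list, 9 of them in regions that all 8 lists of the other marks held. In IFN-γ, where 68.3% of that group were lost, the values argue against lower coverage as the whole cause: at equal coverage and outside these regions 76.8% (245 of 319) were lost, and 49 of 72 and 8 of 11 (43.4 to 90.3%) with a scaled −log10 p at least 1 and 2 above the lowest called, each above the share missing between the EZH2i lists (54.0%, 44.8% and 36.2%), though with these regions kept the last was 8 of 20 (21.9 to 61.3%) against 35.7%, since the 9 promoters there were marked in every list. The argument holds only as far as the scaling does. It may be too mild, since it kept 663 of 695 Ctr promoters at the coverage of the IFN-γ list, where 461 were seen. The EZH2i lists also differed less in coverage (2.75 and 1.97) than the lists tested (4.43 and 2.75). Background cutting of accessible promoters and H3K27me3 truly placed there stay open, with the inhibitor and IFN-γ as biological explanations: with EZH2i the share with H3K27me3 rose 3.02 times in Ctr (5.58% to 16.9%) and 2.88 times in IFN-γ (9.34% to 26.9%) from the lowest to the highest of 5 groups by H3K4me3, where without inhibitor it fell (10.8% to 1.73% and 9.05% to 1.85%), and 79.7% and 76.6% of peaks with EZH2i lay inside H3K4me3 peaks. The paper reports lower total H3K27me3 with EZH2i by western blot in IFN-γ-treated OPCs, which does not show where the remaining mark lay. From CUT&RUN it also reports less H3K27me3 at particular loci with EZH2i. It shows MHC class I and class II loci in Ctr-OPCs and in IFN-γ-treated OPCs.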

How the results depend on the processing

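Coverage scaling and the removal of shared regions were chosen after seeing the data. No paired analysis was possible because each result comes from no test and each group had 1 list. Values are given in the order EZH2i in Ctr, EZH2i in IFN-γ, IFN-γ without inhibitor, IFN-γ with EZH2i, or Ctr, Ctr with EZH2i, IFN-γ, IFN-γ with EZH2i for bivalent promoters. Counts were called stable within 1.5 times the reported count. Of 168 promoter counts under alternatives 103 were stable, of 20 bivalent counts 8, of 768 gene list counts 568, and of 96 overlap percentages 27 stayed within their interval. Without the 69 regions held by all lists, 24 of 24 promoter counts were stable. For H3K27ac with IFN-γ without inhibitor, losses outnumbered gains as reported, but not among peaks with −log10 q of at least 5. With −log10 q of at least 5, which keeps fewer peaks, H3K27me3 losses were 7, 15, 3 and 68 and gains 223, 572, 12 and 418. H3K4me3 losses there were 125 for EZH2i in IFN-γ, 1151 and 676 for IFN-γ, and gains 848, 1317, 130 and 141. H3K27ac losses were 1, 2, 1 and 0, gains 0 for EZH2i in Ctr and 2 and 0 for IFN-γ, and bivalent promoters 12, 228, 12 and 565. With 250 bp of the window covered, H3K27me3 gains were 461 and 858 for EZH2i and 646 for IFN-γ with EZH2i, and losses 142 and 203 for IFN-γ. H3K4me3 losses there were 392, 315, 1162 and 778, gains 1036, 1441, 419 and 517. H3K27ac losses were 1162, 508, 970 and 6, gains 2 for EZH2i in IFN-γ and 313 and 1 for IFN-γ, and bivalent promoters 169, 453, 181 and 839. With 1000 bp either side of the TSS, H3K27me3 losses with EZH2i were 1085 and 940, H3K4me3 losses 69, 44, 339 and 168, and H3K4me3 gains 103 for IFN-γ without inhibitor. H3K27ac gains there were 1 for EZH2i in IFN-γ, losses 25 and gains 4 for IFN-γ with EZH2i, and bivalent promoters 845 in Ctr and 830 in IFN-γ. With any transcript start, H3K4me3 losses were 115 and 93 for EZH2i and 261 for IFN-γ with EZH2i, H3K27ac losses 25 for IFN-γ with EZH2i, and bivalent promoters 671 in Ctr and 668 in IFN-γ. With lists of equal length, which keep fewer peaks of the longer one, H3K27ac losses were 27, 12, 1023 and 6, and gains 17 and 3 for EZH2i. At equal coverage, H3K27me3 losses with EZH2i were 6 and 245, and H3K27ac losses 4 for IFN-γ with EZH2i. Apart from fewer peaks under the stricter threshold, equal length and equal coverage, the cause was not tested.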

Other observations

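H3K4me3 peaks at interferon genes that were already marked in Ctr were longer with IFN-γ, a comparison chosen after the values were seen. At 6 GTPase promoters in 5 peaks marked in both lists, the peak was 3.22 times as wide in IFN-γ as in Ctr at the median, against 0.957 over 11164 promoters and at most 1.59 in width-matched random lists. The peak shared by *Igtp* and *Irgm2* was 768 bp wide in Ctr and 3123 bp in IFN-γ, and that of *Gbp2* 439 and 2430 bp. Interferon signalling genes were 1.33 times as wide (17 of 19 longer), among them *Irf1* (1455 and 3383 bp), *Irf8* (1443 and 3396 bp) and *Stat1* (1683 and 2691 bp). MHC class I molecules were 1.24 times and peptide processing genes 1.14 times as wide. With EZH2i present the median ratios for IFN-γ were 3.25, 1.199, 1.24 and 1.09 for GTPases, signalling, class I and processing genes. Housekeeping genes had ratios of 0.990 and 1.03, and OPC markers 0.909 and 0.913.

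With EZH2i, H3K4me3 peaks of developmental transcription factors marked in both lists were 1.51 times as wide in Ctr (45 of 47 longer) and 1.36 times in IFN-γ (38 of 40 longer). Over all promoters the ratios were 1.06 and 1.10, and width-matched random lists reached at most 1.25 and 1.28. The 6 *Hox* promoters marked in both Ctr lists, in 5 peaks, were 2.23 times as wide, against at most 2.13. Coverage was 1.45 times higher with EZH2i in Ctr and 1.53 times in IFN-γ. Widths were not compared at equal coverage or matched on peak strength, so a part of coverage in these ratios was not tested. Neuron markers gained H3K4me3 with EZH2i at *Slc17a7*, *Slc17a6* and *Dcx* in Ctr (3 of 8, 99.3% of random lists gained fewer) and at the first and second of these in IFN-γ. Astrocyte markers gained it at *Gfap* and *Gjb6* in Ctr and at *Slc1a3* and *Gjb6* in IFN-γ. With random lists matched on a nearby peak, the share for neuron markers was 94.6%.

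For the patterns below, the tests of H3K27ac coverage, of shared regions, and of list members that gained no H3K4me3 were chosen after the result was seen, as was the need for an interval in the coverage test of *Hox* promoters. For H3K27ac, the estimated background coverage with EZH2i was 1.34 times in Ctr and 1.21 times in IFN-γ that of the list without inhibitor. This argues against fewer fragments as the source of the missing peaks. The estimates with EZH2i rest on only 99 and 63 peaks, so fewer fragments are not excluded. Of the promoters that lost H3K27ac, *Stat1* and *Tap1* among them, 99.3% and 99.4% carried H3K4me3 with EZH2i. Over all promoters with H3K4me3, only 1.74% in Ctr and 1.81% in IFN-γ lost it with EZH2i. Since H3K4me3 also marks poised promoters, this cannot decide the question, and a shutdown of the promoters stays open. Low enrichment of these single libraries cannot be told apart from a true loss of acetylation. Of the remaining peaks, 50.6% and 67.2% lay in regions held by all 12 lists. This share cannot decide between them, since every list has a peak in each such region by definition. In lists of only 156 and 119 peaks it had to be high. With 1 library per group, the inhibitor as a biological explanation stays open.

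For H3K4me3 at *Hox* and other developmental promoters with EZH2i, higher coverage stays open. At equal coverage 23 of 26 gained promoters in Ctr (88.5%, 71.0 to 96.0%) and 25 of 27 in IFN-γ (92.6%, 76.6 to 97.9%) were still gained, but the intervals reach below the limit of 80%. The scaling may also be too mild, since it kept 11795 of the 11839 Ctr promoters at the coverage of the IFN-γ list, where 11164 were seen. Loss of nearby H3K27me3 could be a source, since gained promoters lay within 5 kb of an H3K27me3 peak missing with EZH2i 4.77 times as often in Ctr and 5.74 times as often in IFN-γ as all promoters without H3K4me3. It cannot be told apart from list membership, because 19 of 51 members that gained no H3K4me3 in Ctr (37.3%) lay near such a peak, against 9 of 26 gained (34.6%), and 19 of 57 against 9 of 27 in IFN-γ (33.3% in both). The inhibitor itself stays open as a biological explanation.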
